A study of Homo sapiens with 9 samples.

How the data were processed

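Messenger RNA of OPM-1 cells was sequenced in 9 libraries, 3 for each of 3 groups. The labels name the groups gLuc, gFBXW7 and gFBXW7 + gKMT2D, the last written here as gFBXW7_gKMT2D. Per the labels' protocols, RNA was purified on columns, selected for poly(A) tails and made into strand-specific libraries by the dUTP method. Per the submitters' processing notes, Trimmomatic, STAR, featureCounts and DESeq2 were used with genome build GRCh38, with no versions stated. The deposited table holds, per the file headers, a read count and an RPKM value for each gene and library. The count values are whole numbers that the authors had not normalised. The deposited RPKM was recomputed from the count, the gene length and the library total, with a largest relative difference of 8.5e-07.

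The table has 38478 gene rows, of which 12580 hold no read in any library. A further unnamed row equalled the sum of all others in each of the 9 libraries and was left out. In 28 gene rows a number stands in place of a symbol, with 2 numbers naming 2 rows each, and these rows were kept as separate genes and never named. Symbols were matched to GENCODE v29 for coordinates, which are 1-based on GRCh38, and for GC content, with 24242 rows (63.0%) matched. GC content was known for 88.3% of the tested genes, and gene lengths were those of the table. Pairs of libraries of a group differed by far more than counting error (chi-squared per degree of freedom from 6.86 to 254), so no library repeats another.

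Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups (13262 genes), libraries were scaled by TMM, and a quasi-likelihood model with group as the only term was fitted to all 9 libraries. Each comparison was tested with glmQLFTest, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Standard errors were computed from the fold change and its F statistic. Normalised expression is log2 CPM with a prior count of 2. Log2 fold changes and adjusted p-values come from this fit unless another is named.

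The gene lists, 31 in number with 841 entries, were fixed before the data were examined, together with the comparisons, the tests and most alternatives. They cover the partner proteins and substrates of FBXW7 and KMT2D, energy metabolism, lipid synthesis, growth and cell cycle, stress responses, immune signalling, plasma cell and B cell identity, and signs of handling and RNA quality. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and adjustment over the 30 lists with at least 5 tested members, and again with an estimated correlation and with fry. Markers of other cell types were not tested as a list, since 1 of its 28 genes passed the filter (mean 33.7 CPM). Genes were named by a fixed rule. Both targeted genes were always named. Among called genes with a symbol, a mean log2 CPM of at least 2 and no overlap between the libraries of the compared groups, the 8 largest rises and 8 largest falls were named. Up to 3 called members were added from each called list, in its direction. Genes named outside this rule are said to be so.

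Fold changes that share libraries were set beside 50 draws of simulated unchanged groups. The pipeline was tested on simulated data, in which 200 of the real genes were changed by known folds. Without a surrogate variable, 84.6% of genes changed 3-fold and 28.8% of those changed 2-fold were recovered in gFBXW7_gKMT2D against gLuc, with 3 false calls among 13105 genes. In gFBXW7_gKMT2D against gFBXW7 these shares were 79.7% and 37.9%, with 4 false calls among 13089 genes. With 1 surrogate variable and 1.5-fold changes, recovery was 66.2% in the first (11 false calls among 13127 genes) and 62.7% in the second (10 among 13137). Without it, recovery of 1.5-fold changes was 1.5% in the first and 3% in the second. Data were simulated separately for the models with and without the variable, so these shares do not measure its gain on the same data. The false calls hold for the simulated data only.

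The alternatives fixed then were DESeq2 size factors, upper quartile scaling, scaling without immunoglobulin and mitochondrial genes, no filter, a filter at a mean of 50 reads, the DESeq2 1.42.0 Wald test, limma-voom, limma on log2 of RPKM plus 1, the 6 compared libraries alone, the replicate block, a threshold of 0.01, glmTreat at a fold change of 1.5, and each library left out in turn. Models with 1 or 2 surrogate variables (sva 3.50.0, which estimated 1), with the gene length or GC trend of each library removed (lowess, span 0.3), and with 1 surrogate variable after leaving libraries out were added after the data had been seen. Replicate numbers were not treated as pairs. Figures and tables were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.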

Results

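Messenger RNA was measured by poly(A)-selected, strand-specific RNA sequencing in OPM-1, an established human plasma cell myeloma line. The cells stably expressed RNAs targeting luciferase (gLuc, the control), FBXW7 (gFBXW7), or FBXW7 together with KMT2D (gFBXW7_gKMT2D), with 3 libraries labelled as independent biological replicates in each of the 3 groups. The labels do not say by which method the RNAs act on their targets. Total counts per library were 19410151, 17025436 and 19244203 for gLuc, 19085372, 16803332 and 19179032 for gFBXW7, and 17810154, 27076242 and 16337492 for gFBXW7_gKMT2D. The title of the series gives the question, the effect on messenger RNA of losing FBXW7 and of losing FBXW7 and KMT2D together. Unless another model is named, fold changes and adjusted p-values are from 1 edgeR quasi-likelihood fit of all 9 libraries, in which 13262 genes were tested.

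The transcripts of both targeted genes were present in all 9 libraries, and neither passed the test in any of the 3 comparisons. FBXW7, the substrate receptor of an SCF ubiquitin ligase (chromosome 4, 152320544 to 152536063, GRCh38), had 53.8, 47.9 and 48.7 CPM in the gLuc libraries, 53.4, 55.5 and 54.8 CPM in the gFBXW7 libraries, and 46.0, 45.2 and 71.7 CPM in the gFBXW7_gKMT2D libraries. Its log2 fold change was 0.12 (SE 0.18, adjusted p = 0.96) in gFBXW7 against gLuc and 0.11 (SE 0.18, adjusted p = 0.90) in gFBXW7_gKMT2D against gLuc. When single libraries were left out, the second of these turned sign, with a range of -0.14 to 0.23, and the first did not (0.089 to 0.18). KMT2D, a histone H3 lysine methyltransferase (chromosome 12, 49018975 to 49059774), had 41.0, 58.3 and 104.3 CPM in gLuc, 48.8, 65.1 and 59.1 CPM in gFBXW7, and 48.0, 107.0 and 28.6 CPM in gFBXW7_gKMT2D. Its log2 fold change was 0.09 (SE 0.45) in gFBXW7_gKMT2D against gFBXW7 and was far from the threshold, and its fold changes in all 3 comparisons turned sign when single libraries were left out. Mean FBXW7 was 50.2 CPM in gLuc, 54.5 CPM in gFBXW7 and 54.3 CPM in gFBXW7_gKMT2D, which argues against a strong loss of its transcript. Mean KMT2D was 57.7 ± 8.28 CPM in gFBXW7 and 61.2 ± 40.8 CPM in gFBXW7_gKMT2D (SD, n = 3), a spread too wide to decide this. A count over the whole gene does not show a small edit in its reading frame. These values therefore check neither targeting by such an edit nor the labels, and the groups are named after their labels throughout.

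The comparison of gFBXW7_gKMT2D with gFBXW7 asks what the addition of the KMT2D-targeting RNA changed. SDC2, which encodes the cell-surface proteoglycan syndecan-2, rose from 7.22 ± 1.67 CPM to 29.1 ± 5.06 CPM (mean ± SD, n = 3 per group), a log2 fold change of 2.01 (SE 0.20, adjusted p = 0.013). AFAP1L2, an adaptor of SRC-family and PI3-kinase signalling, rose from 9.26 ± 0.787 to 24.1 ± 3.28 CPM (SD, n = 3), a log2 fold change of 1.38 (SE 0.15, adjusted p = 0.015). CD74, the invariant chain that escorts MHC class II molecules, fell by 1.16 on the log2 scale (SE 0.14, adjusted p = 0.027), from 136.8 ± 19.5 to 61.2 ± 0.223 CPM (SD, n = 3). LEFTY2, a secreted antagonist of NODAL, fell by 1.14 (SE 0.15, adjusted p = 0.039), the phosphatase gene PTP4A3 fell by 1.10 (SE 0.14, adjusted p = 0.039), and ANXA6, a calcium-dependent membrane-binding protein, fell by 1.02 (SE 0.13, adjusted p = 0.039). These were 6 of 8 genes changed, 4 higher and 4 lower, while 560 genes (4.22%) had an unadjusted p under 0.05.

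The other two of the 8 genes fell outside the rule for named genes because of low expression and are named after their values were seen. MLC1, a membrane protein gene best known from astrocytes (chromosome 22, 50059391 to 50085902), had 24, 28 and 34 counts in gFBXW7 and 151, 301 and 101 counts in gFBXW7_gKMT2D, a log2 fold change of 2.47 (SE 0.20, adjusted p = 0.0039). LINC01420 had 3, 4 and 6 counts against 29, 44 and 32, a log2 fold change of 2.88 (SE 0.35, adjusted p = 0.027). For all 8 genes, the 3 libraries of one group lay apart from the 3 of the other. The count of 8 fell to 0 without any one of the gFBXW7 libraries 1, 2 or 3, to 1 without gLuc 2 or gFBXW7_gKMT2D 1, to 3 without gLuc 1 or gLuc 3 and to 4 without gFBXW7_gKMT2D 2. It was also 0 with the 6 compared libraries alone, 5 with upper quartile scaling or with the gene length trend removed, 3 with limma on RPKM, 32 with DESeq2 and 33 with no filter on low counts, and the 8 genes kept their signs wherever they were tested. LINC01420 was not tested with a filter at a mean of 50 reads.

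**Figure D1:**
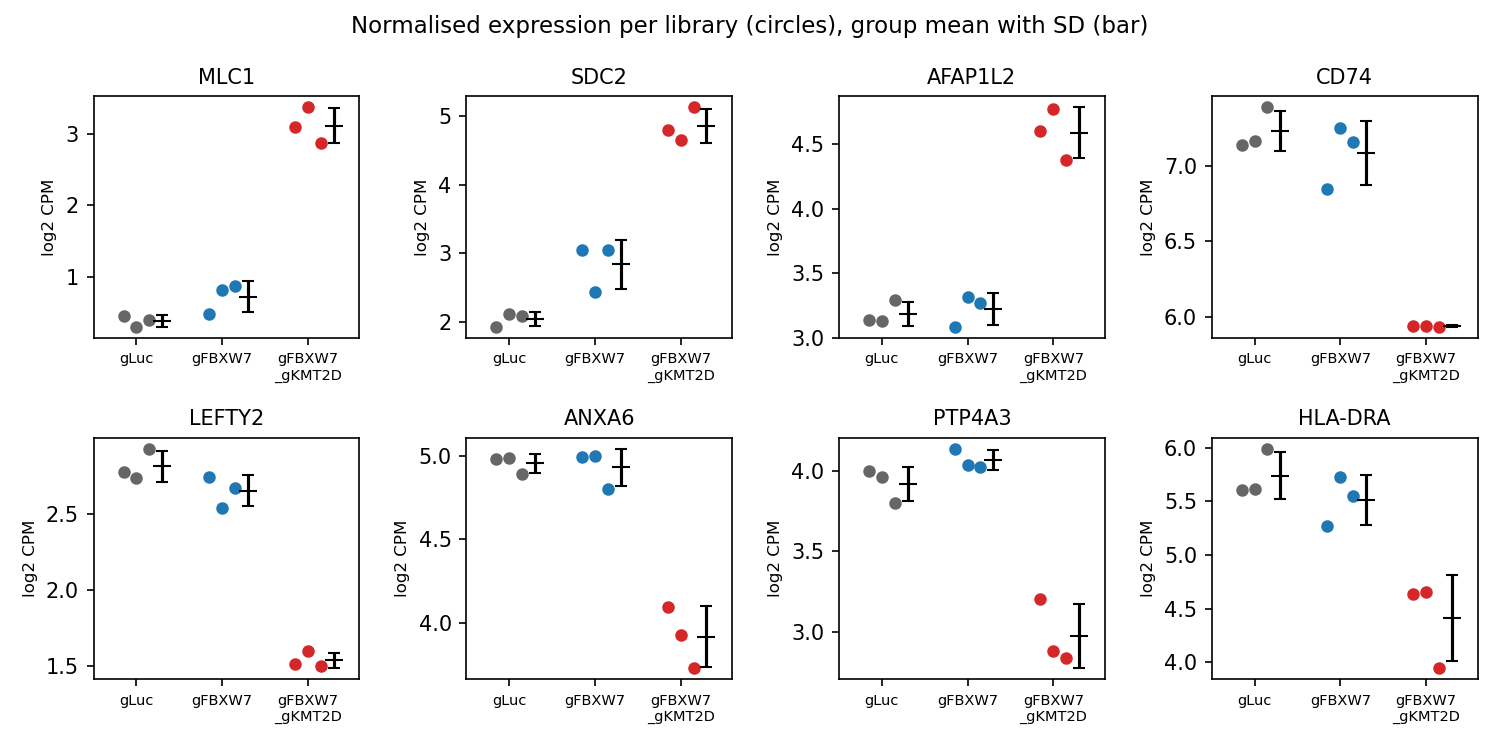
Normalised expression (log2 CPM) of 8 genes in each library, as circles, with the group mean and SD (n = 3) as a bar. MLC1, SDC2 and AFAP1L2 were higher, and CD74, LEFTY2, ANXA6 and PTP4A3 lower, in the gFBXW7_gKMT2D libraries than in all gFBXW7 and gLuc libraries. HLA-DRA, whose change did not pass the test in the edgeR fit with groups alone and did with 1 surrogate variable, is added for comparison.

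Of the 30 gene lists tested in gFBXW7_gKMT2D against gFBXW7, 7 were called by camera, 3 higher and 4 lower. Transcripts encoded by mitochondrial DNA, the core subunits of the respiratory chain and ATP synthase, rose together with a median log2 fold change of 1.26 (adjusted p = 2.3e-34, and adjusted p = 0.041 with an estimated correlation). All 13 members were higher, 0 passed the threshold over all genes tested and 13 passed it adjusted over the list alone. They made up 0.638%, 1.52% and 1.54% of counts in the gFBXW7 libraries and 3.63%, 3.67% and 2.04% in the gFBXW7_gKMT2D libraries (exact two-sided permutation p = 0.1, the smallest that 3 against 3 libraries allow). The antigen presentation list was called lower, with a median of -0.31 (adjusted p = 9.5e-14, and adjusted p = 0.041 with an estimated correlation). Of its 15 tested members, 12 were lower, with CD74 past the threshold over all genes tested and 5 adjusted over the list alone. Its MHC class II side moved more than its class I side, with a median of -0.93 over 6 members including CD74 and of -0.12 over 8 class I members, a difference that was not tested. Reads of HLA genes are shared between family members, so single HLA values are uncertain.

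The other five lists called in this comparison lost their call with an estimated correlation, and none of their members passed the threshold over all genes tested. Cytosolic ribosomal proteins had a median of 0.20 (adjusted p = 0.00049, and adjusted p = 0.81 with an estimated correlation) and replication-dependent histones, whose transcripts normally lack a poly(A) tail, a median of 0.24 (adjusted p = 0.026, then 0.59). The chaperones and effectors of the unfolded protein response had a median of -0.13 (adjusted p = 0.0039, then 0.081), interferon response genes of -0.10 (adjusted p = 0.026, then 0.19) and cholesterol synthesis genes of -0.15 (adjusted p = 0.026, then 0.25). With 1 surrogate variable, the median was 0.10 for the ribosomal proteins (adjusted p = 2.4e-06, and 0.56 with an estimated correlation) and -0.21 for the interferon response (adjusted p = 0.023, then 0.20). The call of the interferon response ended with a filter at a mean of 50 reads (median -0.09, adjusted p = 0.23). Without gFBXW7_gKMT2D 3, the direction of the ribosomal protein list turned (adjusted p = 0.016), and without gFBXW7 3 its call ended (adjusted p = 0.11) and 4 lists were called instead of 7. Leaving out gFBXW7_gKMT2D 3 also ended the calls of the histones (adjusted p = 0.92), interferon response (adjusted p = 0.18) and cholesterol synthesis (adjusted p = 0.058). Other single libraries ended the calls of the histones (gLuc 3, gFBXW7 2 and 3, gFBXW7_gKMT2D 1, adjusted p = 0.073 to 0.19), interferon response (gFBXW7_gKMT2D 1, adjusted p = 0.061) and cholesterol synthesis (gFBXW7 1 and 3 and gFBXW7_gKMT2D 2, adjusted p = 0.069 to 0.15). Without gFBXW7_gKMT2D 2 and 3, medians were 0.50 and -0.15 for the ribosomal proteins and 0.54 and -0.09 for the histones. Without gFBXW7 1, they were 0.35 for the ribosomal proteins, -0.15 for the interferon response and -0.09 for cholesterol synthesis. The remaining 23 lists had medians from -0.10 to 0.17 and adjusted p from 0.18 to 0.99. They included FBXW7 substrates, MYC targets, both cell cycle lists, plasma cell and mature B cell identity, NF-kB targets and the candidate KMT2D-dependent B cell genes.

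The comparison of gFBXW7_gKMT2D with gLuc asks what both RNAs changed together against the control. SDC2 rose from 4.03 ± 0.282 CPM to 29.1 ± 5.06 CPM (SD, n = 3), a log2 fold change of 2.85 (SE 0.21, adjusted p = 0.00081), and AFAP1L2 rose by a log2 fold change of 1.42 (SE 0.15, adjusted p = 0.012). LEFTY2 fell by 1.30 on the log2 scale (SE 0.15, adjusted p = 0.019), CD74 fell by 1.30 (SE 0.14, adjusted p = 0.013) and ANXA6 fell by 1.04 (SE 0.13, adjusted p = 0.033). MLC1, with 24, 20 and 25 counts in gLuc, rose by 2.84 (SE 0.21, adjusted p = 0.00081), and LINC01420, with 6, 3 and 6 counts in gLuc, rose by 2.73 (SE 0.34, adjusted p = 0.028), both again outside the rule for named genes. These are all of the 7 genes changed, 4 higher and 3 lower, beside 479 genes (3.61%) with an unadjusted p under 0.05. All 7 were also among the 8 genes changed against gFBXW7. Both comparisons use the same gFBXW7_gKMT2D libraries, so the 0.0012 rising and 0.00090 falling genes that independent lists would share are not the value for no change. The 50 simulated draws of unchanged groups called 0 genes in either comparison and give no such value. The count of 7 became 2 without gLuc 1, 2 or 3, gFBXW7 3 or gFBXW7_gKMT2D 1 and 4 without gFBXW7 1 or 2, it was 2 with the 6 compared libraries alone, 4 with limma on RPKM, 24 with DESeq2 and 21 with no filter, and the 7 genes kept their signs wherever they were tested, LINC01420 again untested with a filter at a mean of 50 reads.

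Of the 30 lists, 12 were called in gFBXW7_gKMT2D against gLuc, 8 higher and 4 lower, and none kept its call with an estimated correlation (adjusted p from 0.084 to 0.72). Antigen presentation genes had a median of -0.25 (adjusted p = 1.7e-10, and adjusted p = 0.084 with an estimated correlation). CD74 passed the threshold over all genes tested, and 6 of the 15 members passed adjusted over the list alone. The 6 class II members, CD74 included, were all lower, with a median of -0.89, while the 8 class I members had a median of 0.02. Interferon response genes had a median of -0.19 (adjusted p = 0.0045, then 0.17) and Notch targets, with 5 tested members, of -0.45 (adjusted p = 0.016, then 0.23). Mature B cell identity genes were called lower (adjusted p = 0.019, then 0.40) with 5 members higher and 5 lower, a mean of -0.20 and a median of -0.01 that turned sign with other scalings. With 1 surrogate variable, the median of that list was -0.21 (adjusted p = 0.0025, and 0.31 with an estimated correlation). The call of the Notch targets ended in that model (median -0.34, adjusted p = 0.054), with a mean of -0.38 against -0.39 without the surrogate variable.

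The lists called higher in this comparison held no gene past the threshold over all genes tested. Cytosolic ribosomal proteins had a median of 0.48 with all 75 members higher (adjusted p = 2.6e-17, and adjusted p = 0.52 with an estimated correlation). Nuclear-encoded subunits of oxidative phosphorylation had medians of 0.46 for complexes II to V (adjusted p = 1.8e-09, then 0.52) and 0.39 for complex I (adjusted p = 1.1e-05, then 0.57), and mitochondrial ribosomal proteins of 0.30 (adjusted p = 8.3e-07, then 0.57). Medians were 0.33 for transcripts of mitochondrial DNA (adjusted p = 0.0097, then 0.57), 0.23 for the proteasome (adjusted p = 0.011, then 0.72), 0.14 for immediate early genes (adjusted p = 0.014, then 0.23) and 0.13 for ATF4 targets (adjusted p = 0.015, then 0.56). With 1 surrogate variable, the median of the ribosomal proteins was 0.10 with 20 of the 75 members lower (adjusted p = 4.5e-07, and 0.42 with an estimated correlation) and that of complexes II to V 0.07 (adjusted p = 0.00034, then 0.33). The calls of complex I (median 0.01, adjusted p = 0.75) and the mitochondrial ribosome (median 0.04, adjusted p = 0.16) ended in that model, and the direction of the proteasome turned (median -0.04, adjusted p = 0.64). Medians there were 0.06 for immediate early genes (adjusted p = 0.0052, and 0.33 with an estimated correlation) and 0.54 for transcripts of mitochondrial DNA (adjusted p = 6.2e-08, then 0.34). The call of immediate early genes ended with a filter at a mean of 50 reads (median 0.11, adjusted p = 0.19). The library gFBXW7_gKMT2D 3 stood farthest from the others, with 11.2% of its counts in ribosomal protein genes against 5.03% to 8.56% in the other 8 libraries. Without it, the direction turned for complex I (adjusted p = 0.83) and the proteasome (adjusted p = 0.49), and the calls of complexes II to V (adjusted p = 0.10) and the mitochondrial ribosome (adjusted p = 0.71) ended. Of these lists and the 4 called lower, only ribosomal proteins and antigen presentation were called without each of the 9 libraries. The other calls ended without at least 1 of gLuc 1, gLuc 3 and gFBXW7_gKMT2D 1, 2 and 3 (adjusted p from 0.053 to 0.83), and 7 lists were called without gFBXW7_gKMT2D 1 or 2 and 8 without gLuc 1 or 3. For transcripts of mitochondrial DNA the median was 0.05 without gLuc 1 (adjusted p = 0.62), and their mean share was 3.11% in gFBXW7_gKMT2D against 2.66% in gLuc (exact two-sided permutation p = 0.5). Without gFBXW7_gKMT2D 2 and 3, medians were 0.77 and 0.09 for the ribosomal proteins, 0.73 and 0.05 for complexes II to V, and 0.66 and -0.03 for complex I. They were 0.46 and 0.01 for the mitochondrial ribosome, 0.43 and -0.03 for the proteasome and -0.43 and -0.20 for the interferon response. The remaining 18 lists had medians from -0.18 to 0.10 and adjusted p from 0.059 to 0.98.

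The comparison of gFBXW7 with gLuc asks what the FBXW7-targeting RNA changed alone. Transcripts encoded by mitochondrial DNA were lower, with a median log2 fold change of -1.03 over the 13 genes (camera adjusted p = 8.1e-24, and adjusted p = 0.22 with an estimated correlation). All 13 were lower, 0 passed the threshold over all genes tested and 5 adjusted over the list alone. These transcripts made up 1.64%, 3.02% and 3.33% of counts in the gLuc libraries against 0.638%, 1.52% and 1.54% in the gFBXW7 libraries, group means of 2.66 ± 0.902% and 1.23 ± 0.516% (SD, n = 3, exact two-sided permutation p = 0.1, the smallest possible). The nuclear RNA MALAT1, looked at after its values were seen, made up 0.096% to 0.19% of counts in gLuc and 0.19% to 0.28% in gFBXW7. In gFBXW7_gKMT2D 1, 2 and 3, MALAT1 made up 0.197%, 0.114% and 0.475%, beside mitochondrial shares of 3.63%, 3.67% and 2.04%. Within each of the 3 groups its share fell as the mitochondrial share rose. No single gene changed at an adjusted p under 0.05 by edgeR, with 0 genes higher and 0 lower, and 209 genes (1.58%) had an unadjusted p under 0.05. limma-voom and limma on RPKM called 0 genes and DESeq2 called 1, the mitochondrial ribosomal RNA-like gene MTRNR2L8, which falls outside the rule for named genes, with a log2 fold change of -1.04 (SE 0.20, adjusted p = 0.0038). The count stayed 0 without each of the 9 libraries. In simulated data of this comparison, the test recovered 81.8% of genes changed 3-fold, 47.0% of those changed 2-fold and 3.0% of those changed 1.5-fold among 13113 genes. The model with 1 surrogate variable also called 0 genes in this comparison. In data simulated separately for that model, recovery was 98.5%, 83.3% and 73.1% among 13116 genes, with 6 false calls.

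Besides the mitochondrial transcripts, 10 lists were called higher in gFBXW7 against gLuc, with no member past the threshold over all genes tested, and none kept its call with an estimated correlation. Medians were 0.24 for cytosolic ribosomal proteins (adjusted p = 4.6e-08, and adjusted p = 0.73 with an estimated correlation), 0.21 for mitochondrial ribosomal proteins (adjusted p = 1.6e-07, then 0.73), 0.26 for nuclear-encoded subunits of complexes II to V (adjusted p = 1.6e-07, then 0.73) and 0.32 for complex I (adjusted p = 3.9e-07, then 0.73). The median was 0.23 for ATF4 targets, the genes of the integrated stress response (adjusted p = 3.9e-07, then 0.28). Smaller medians were found for the proteasome (0.14, adjusted p = 0.0049, then 0.73), cholesterol synthesis (0.09, adjusted p = 0.0091, then 0.22), heat shock genes (0.10, adjusted p = 0.014, then 0.22) and the TCA cycle (0.08, adjusted p = 0.048, then 0.29), beside 0.26 for immediate early genes (adjusted p = 0.0091, then 0.22). With 1 surrogate variable, the calls of complex I (median 0.05, adjusted p = 0.10), complexes II to V (median 0.05, adjusted p = 0.067) and the mitochondrial ribosome (median 0.03, adjusted p = 0.15) ended. In that model the test's direction turned for the ribosomal proteins (median -0.01, adjusted p = 0.71) and for the proteasome, whose median stayed above zero (0.02, adjusted p = 0.84), and immediate early genes had a median of 0.16 (adjusted p = 0.0028, and 0.29 with an estimated correlation). With a filter at a mean of 50 reads, the median of immediate early genes was 0.14 (adjusted p = 0.030). The proteasome's call ended without gLuc 3 (adjusted p = 0.22), and those of heat shock, immediate early and TCA cycle genes ended without gLuc 1 (adjusted p = 0.073, 0.065 and 0.25), gFBXW7 2 (0.060, 0.067 and 0.067) or gFBXW7 3 (0.063, 0.070 and 0.13). The TCA cycle call also ended without gFBXW7_gKMT2D 1 (adjusted p = 0.058) or 3 (adjusted p = 0.051), and that of immediate early genes without gLuc 3 (adjusted p = 0.24). Without gLuc 1 and gLuc 3, medians were 0.60 and 0.14 for complex I, 0.46 and 0.12 for complexes II to V, 0.35 and 0.09 for the mitochondrial ribosome, and 0.49 and 0.07 for the ribosomal proteins. They were 0.30 and 0.05 for the proteasome, 0.29 and 0.13 for ATF4 targets and 0.14 and 0.06 for cholesterol synthesis. Without gFBXW7 1, they were 0.19 for complex I, 0.15 for the ribosomal proteins and 0.08 for immediate early genes, which had 0.07 without gLuc 3, and the TCA cycle had 0.03 without gLuc 1. The remaining 19 lists, FBXW7 substrates, Notch targets and MYC targets among them, had medians from -0.36 to 0.11 and adjusted p from 0.056 to 0.94.

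Genes moved in gFBXW7 against gLuc and moved back in gFBXW7_gKMT2D against gFBXW7 numbered 0 with edgeR and 1 with DESeq2. The 50 simulated draws of unchanged groups called 0 genes and give no value to set beside these counts. Across genes, which are not independent replicates, the fold changes of these 2 comparisons had a correlation of -0.40 and a covariance of -0.030, against simulated medians of -0.59 and -0.041 for unchanged groups that share the gFBXW7 libraries. The fold changes of gFBXW7 and of gFBXW7_gKMT2D against gLuc had a correlation of 0.54 and a covariance of 0.044, against simulated medians of 0.56 and 0.038 for groups that share the gLuc libraries. These values lay within the simulated ranges, and the correlation of 0.54 became 0.18 without gFBXW7_gKMT2D 3. With 1 surrogate variable, the correlation of 0.54 became 0.30 and its covariance 0.015. In that model the correlation of -0.40 became -0.50 and its covariance -0.028.

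The libraries also differed along an axis that did not follow the groups. The first principal component of log2 CPM held 58.1% of the variance, and 13.7% of its own variance lay between groups. Scores were 14.1, -19.7 and -39.0 in gLuc, 18.0, 0.74 and -1.27 in gFBXW7, and 1.99, -35.3 and 60.4 in gFBXW7_gKMT2D. The loadings correlated with log2 gene length across genes (Spearman's rho = -0.44), so that shorter genes were higher where the score was high. A model with 1 surrogate variable was chosen after the data had been seen, and it lowered the common biological coefficient of variation from 0.205 to 0.0875.

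**Figure D2:**
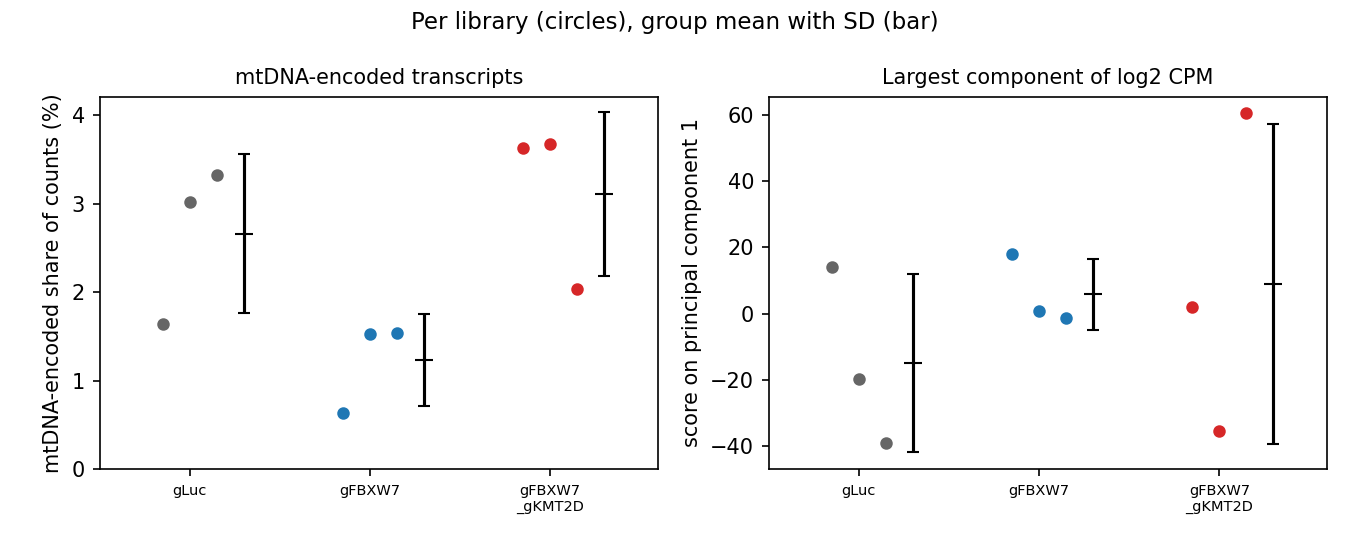
Share of counts from transcripts of mitochondrial DNA (left, percent) and score on the first principal component of log2 CPM (right, no unit) in each library, as circles, with group mean and SD (n = 3) as a bar. The 3 gFBXW7 libraries, at 0.638% to 1.54%, lie below the others on the left, and gFBXW7_gKMT2D 3 lies highest on the right, at 60.4.

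With the surrogate variable, gFBXW7_gKMT2D differed from gFBXW7 in 125 genes, 37 higher and 88 lower, and the 8 genes called without it were all among them. The balance was not stable, with 26 higher and 20 lower without gFBXW7_gKMT2D 2 and 76 higher and 81 lower without gFBXW7_gKMT2D 3, where 77 of the 125 genes were kept. There were 79 higher and 86 lower with 2 surrogate variables. The MHC class II genes HLA-DRA and HLA-DRB1 fell by 1.09 (SE 0.12, adjusted p = 0.00048) and fell by 1.06 (SE 0.11, adjusted p = 0.00048), beside CD74, which fell by 1.16 (SE 0.10, adjusted p = 0.00012). SPIB, a B cell ETS-family transcription factor, fell by 1.24 (SE 0.17, adjusted p = 0.0024). Of the 6 class II members, CD74 included, 4 were past the threshold, and of the 8 class I members 0 were (lowest adjusted p = 0.099). The antigen presentation list kept its call with an estimated correlation (adjusted p = 0.038). In this model 12 of the 13 mitochondrial transcripts passed the threshold over all genes tested, among them COX1 with 1.25 (SE 0.18, adjusted p = 0.0042) and COX3 with 1.61 (SE 0.27, adjusted p = 0.014), while the list's adjusted p with an estimated correlation was 0.10. The count of 125 became 59 without gLuc 2, 48, 34 and 54 without gFBXW7 1, 2 and 3, and 46 without gFBXW7_gKMT2D 2, and rose to 306 without gLuc 1 and 462 without gFBXW7_gKMT2D 1.

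Against gLuc, the same model gave 54 genes in gFBXW7_gKMT2D, 14 higher and 40 lower, which included the 7 called without it. CD74 fell by 1.26 (SE 0.11, adjusted p = 9.4e-05), HLA-DRA fell by 1.16 (SE 0.12, adjusted p = 0.00060), HLA-DRB1 fell by 1.11 (SE 0.12, adjusted p = 0.00060) and SPIB fell by 1.16 (SE 0.17, adjusted p = 0.0070). Of the 6 class II members, 5 were past the threshold, and of the 8 class I members 0 were (medians -1.10 and -0.05). The antigen presentation list kept its call with an estimated correlation (adjusted p = 0.027). Between this comparison and that with gFBXW7, which use the same gFBXW7_gKMT2D libraries, 40 genes were shared, 6 higher and 34 lower, with no value for unchanged groups computed in this model. The count of 54 was 17 without gLuc 1, 27 without gLuc 2, 33 without gFBXW7 2, 5 without gFBXW7_gKMT2D 2 and 219 without gFBXW7_gKMT2D 3, and without gFBXW7_gKMT2D 2 the genes ANXA6, LEFTY2 and LINC01420 were not called. The balance was 3 higher and 2 lower without gFBXW7_gKMT2D 2, and 85 higher and 134 lower without gFBXW7_gKMT2D 3. With 2 surrogate variables it was 76 higher and 136 lower. All 54 genes kept their signs without each of the 9 libraries. For gFBXW7 against gLuc the model called 0 genes with all libraries, with 563 genes at an unadjusted p under 0.05, and up to 5 without gFBXW7_gKMT2D 3. All 13 mitochondrial transcripts were lower in gFBXW7 in this model too, with a median of -0.87, and 12 passed adjusted over the list alone (camera adjusted p = 6.2e-37, and adjusted p = 0.13 with an estimated correlation).

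**Figure D3:**
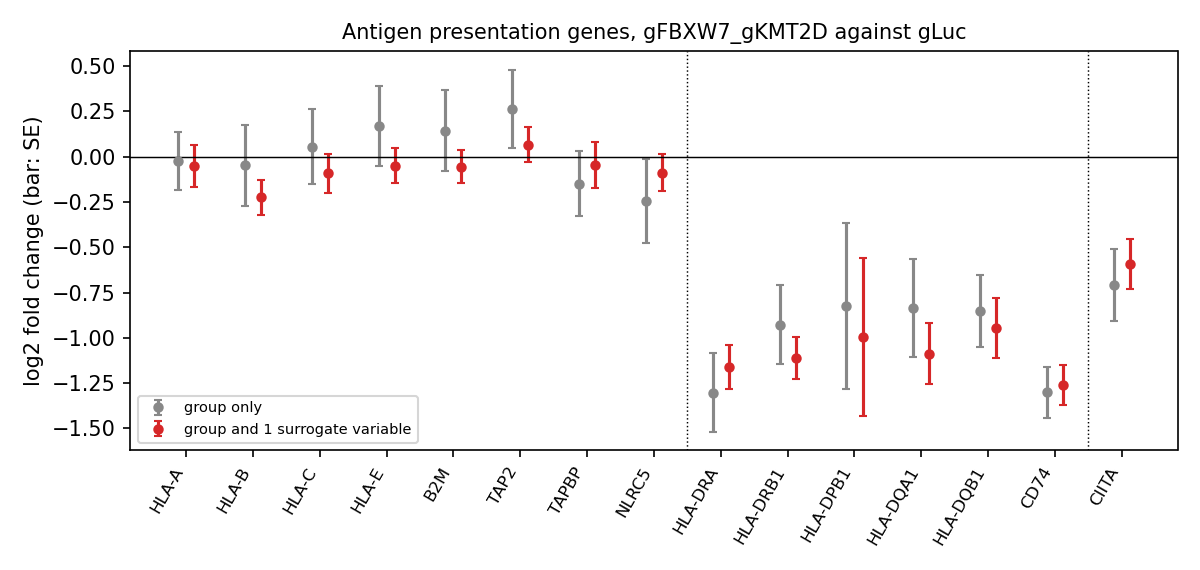
Log2 fold change in gFBXW7_gKMT2D against gLuc, with its SE as a bar, for antigen presentation genes, from the model with groups alone (grey) and with 1 surrogate variable (red). The class I genes on the left lie between -0.25 and 0.27, and the class II genes with CD74 lie between -1.30 and -0.83, with their regulator CIITA on the far right at -0.71 (grey) and -0.59 (red).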

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

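No result met the rules for a closer look, since groups of 3 libraries were not tested for outlying values, and 3 patterns are weighed here instead. The tests of the mitochondrial transcripts and of the 7 genes, and the share of MALAT1, were chosen after their results were seen, and the length, GC and depth tests of the first pattern were written before theirs.

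The first pattern is the component that holds 58.1% of the variance between the 9 libraries, with gFBXW7_gKMT2D 3 at 60.4 and gLuc 3 at -39.0. It still held 54.1% once each library's trend with gene length was removed and 58.4% once all libraries were thinned to the lowest total of 16337492 counts. Once the trend with GC content was removed it held 62.2%, over the 11714 genes with a GC value and so not the gene set of the 58.1%. These values argue against gene length, depth and, for those genes, GC content as its whole cause. A split of the gLuc and gFBXW7_gKMT2D libraries that sets gLuc 1 with gFBXW7_gKMT2D 1 and 3, the libraries with high scores on this component, called 4404 genes against 7 for the real groups, and restates the component without bearing on its cause. A difference in RNA quality, library preparation or culture density may lie behind it, and stays open because the labels give no batch, date or quality value. No biological explanation was tested, since only 13.7% of the component's variance lies between groups.

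The second pattern is the lower level of mitochondrial transcripts in gFBXW7 than in gLuc, by a median of -1.03, and by a median of -0.77 without gFBXW7 1, the library with the lowest share, which argues against that library alone as its source. With the library-wide component modelled as 1 surrogate variable, 12 of the 13 genes were lower adjusted over the list alone. That count bears little on the cause, since the median SE over all genes fell from 0.213 to 0.116 in that model. The fold itself stayed, with all 13 genes lower and a median of -0.87, which argues against that component as the whole cause. With an estimated correlation the list was not called (adjusted p = 0.22, and 0.13 with the surrogate variable), so these genes move as a block, and 3 libraries a group give few independent values of it. The share of the nuclear RNA MALAT1 fell as the mitochondrial share rose within each of the 3 groups. It was 0.19% to 0.28% in gFBXW7 against 0.096% to 0.19% in gLuc. In gFBXW7_gKMT2D 1, 2 and 3 it was 0.197%, 0.114% and 0.475%, beside mitochondrial shares of 3.63%, 3.67% and 2.04%. Libraries 1 and 3 of that group thus lay within or above the gFBXW7 range of MALAT1, with higher mitochondrial shares than any gFBXW7 library. A difference in RNA quality or in the share of nuclear RNA stays open, as untested. An effect of FBXW7 targeting may remain, as may culture conditions that differed between the groups, but gFBXW7_gKMT2D, which also carries the FBXW7-targeting RNA, had a mean share of 3.11% against 2.66% in gLuc and a list median of 0.33, which runs against a plain effect of FBXW7 targeting.

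The third pattern is the set of 7 genes changed in gFBXW7_gKMT2D against gLuc. All 7 were called with 1 surrogate variable, 7 with the gene length trend removed and 7 with the GC trend removed. This argues against the library-wide component and gene length as the whole cause in this comparison. For GC content it does so only for the genes whose GC content was known, since that of LINC01420 was not. When gFBXW7_gKMT2D 2 was left out of the model with the surrogate variable, 3 of the 7 calls ended with folds close to before and larger SEs (ANXA6 from -1.02, SE 0.11, to -0.96, SE 0.16, adjusted p = 0.088, LEFTY2 from -1.28, SE 0.14, to -1.29, SE 0.22, adjusted p = 0.088, and LINC01420 from 2.5998, SE 0.32, to 2.55, SE 0.48, adjusted p = 0.12). Against gFBXW7, where 8 genes were called, CD74 and LEFTY2 lost their calls with the length trend removed (-1.12, SE 0.18, adjusted p = 0.086, and -1.09, SE 0.17, adjusted p = 0.071) and with the GC trend removed (-1.07, SE 0.15, adjusted p = 0.081, and -1.05, SE 0.16, adjusted p = 0.13), and PTP4A3 with the length trend removed (-1.10, SE 0.16, adjusted p = 0.062), with folds close to the original -1.16, -1.14 and -1.10, larger SEs (from 0.14, 0.15 and 0.14), and a count that ended at 5 and 6 genes. CD74 and ANXA6, which both fell, lie near each other on chromosome 5 (150401637 to 150412929 and 151100712 to 151157882). Whether other genes of that region also fell was not tested. Differences between separately made cell populations and an effect of KMT2D targeting cannot be told apart, since 0 of the 9 labels names the clone, pool or transduction a library came from. KMT2D targeting therefore stays an untested explanation, and a hypothesis only.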

How the results depend on the processing

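Models with surrogate variables, with length or GC trends removed, and their versions with libraries left out were chosen after the data had been seen. In the order gFBXW7 against gLuc, gFBXW7_gKMT2D against gFBXW7 and gFBXW7_gKMT2D against gLuc, the counts of 0, 8 and 7 genes became 1, 32 and 24 with DESeq2, 0, 33 and 21 with no filter, 0, 3 and 4 with limma on RPKM, 0, 0 and 2 with the 6 compared libraries alone, 0, 1 and 2 at a threshold of 0.01 and 0, 2 and 2 with glmTreat. They became 0, 125 and 54 with 1 surrogate variable, 4, 165 and 212 with 2, and 5, 157 and 219 with 1 after leaving out gFBXW7_gKMT2D 3. The count of 8 became 5 with upper quartile scaling, where LEFTY2, PTP4A3 and ANXA6 had adjusted p = 0.051, and 5 with the length trend removed. Leaving out single libraries gave 0 to 0, 0 to 7 and 2 to 8 genes, and with 1 surrogate variable 0 to 5, 34 to 462 and 5 to 219. Genes moved and moved back numbered 1 with DESeq2 and 3 with 2 surrogate variables against 0, and the correlation of 0.54 ranged from 0.18 to 0.75 without single libraries. A stricter threshold allows fewer genes and surrogate variables narrow the spread. Fewer libraries leave a less certain spread. With 1 surrogate variable, however, leaving out single libraries moved the counts both ways, from 125 to between 34 and 462 and from 54 to between 5 and 219. The cause of these and the other changes was not tested.

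With the replicate block the counts were 0, 2 and 2 genes and 10, 7 and 12 lists, the TCA cycle losing its call in gFBXW7 against gLuc (adjusted p = 0.064), and the correlation was 0.55. Of 9 pairs of libraries of equal number, 4 correlated above 0.1, with a range of -0.59 to 0.45, so numbers were not treated as pairs. These correlations cannot exclude an effect shared by libraries of equal number. The second principal component, with 14.2% of the variance, rose with replicate number in each group. Its scores were -17.8, -0.02 and 11.7 in gLuc, -17.2, -12.6 and -5.35 in gFBXW7, and 1.18, 14.6 and 25.4 in gFBXW7_gKMT2D.

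Of the lists, 0, 2 and 0 kept a call with an estimated correlation and 0, 1 and 1 with 1 surrogate variable and an estimated correlation, against 11, 7 and 12. fry called 0, 5 and 5, of which camera had called 4 in gFBXW7_gKMT2D against gFBXW7 and 3 against gLuc. The others were plasma cell identity (fry adjusted p = 0.0050 and 0.0033) and, against gLuc, the unfolded protein response (0.041). Single libraries left out gave 8 to 13, 4 to 10 and 7 to 12 lists. Directions turned with 1 surrogate variable, and again with gFBXW7_gKMT2D 3 left out, for the proteasome (adjusted p = 0.84 and 0.79) and ribosomal proteins (0.71 and 0.17) in gFBXW7 against gLuc and the proteasome in gFBXW7_gKMT2D against gLuc (0.64 and 0.64). Without single libraries, adjusted p ranged from 8.1e-24 to 0.11 for ribosomal proteins in gFBXW7_gKMT2D against gFBXW7, and from 1.2e-11 to 0.83 for complex I and 9.2e-06 to 0.49 for the proteasome against gLuc, with directions turned without gFBXW7_gKMT2D 3. Alternatives were tallied as tests of 1 list or gene in 1 comparison and 1 alternative. Of the list tests, with 15 or 16 alternatives each, 355 kept their side and direction, 115 lost the call and 9 turned. Of the named gene tests, with 13 alternatives each, 96 kept the call and 99 lost it, with no sign turned. Alternatives outside the gene tally, such as upper quartile scaling, also ended calls. The cause was not tested.

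The targeted genes, never past the threshold, changed sign in 17 tests and not in 61, each of 1 gene in 1 comparison and 1 of 13 alternatives. KMT2D in gFBXW7 against gLuc was 0.27 with 1 surrogate variable and -0.50 to 0.21 without single libraries, in gFBXW7_gKMT2D against gFBXW7 -0.073 and -0.59 to 0.44, and in gFBXW7_gKMT2D against gLuc 0.19 and -0.82 to 0.32. FBXW7 in gFBXW7_gKMT2D against gFBXW7 was 0.0021 with DESeq2 size factors, 0.0015 with DESeq2 and -0.25 to 0.11 without single libraries, and against gLuc -0.043 with 1 surrogate variable and -0.14 to 0.23 without single libraries. Depth limits LINC01420, with 3 to 6 counts in the gLuc and gFBXW7 libraries, and OAS1, with 6 to 9 counts in the gFBXW7_gKMT2D libraries.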

Other observations

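The genes below were read from the model with 1 surrogate variable, chosen after the data had been seen, and the test of CIITA was chosen after its result was seen. The following are single genes among the 88 lower in gFBXW7_gKMT2D than in gFBXW7 in that model, and no theme was tested across them. LGALS1, which encodes galectin-1, fell by 1.46 on the log2 scale (SE 0.18, adjusted p = 0.0012), LAT, an adaptor of antigen receptor signalling, fell by 1.18 (SE 0.14, adjusted p = 0.0013), and VAV1, an exchange factor in the same pathways, fell by 0.67 (SE 0.08, adjusted p = 0.0013). GPRC5D, a plasma cell surface receptor targeted in myeloma therapy, fell by 0.79 (SE 0.12, adjusted p = 0.0061), and IL6R, a receptor for a myeloma growth factor, fell by 0.55 (SE 0.09, adjusted p = 0.014). The water channel gene AQP3 fell by 0.94 (SE 0.09, adjusted p = 0.00030), EMP3 fell by 0.75 (SE 0.11, adjusted p = 0.0042) and the cytokine signalling inhibitor SOCS3 fell by 0.98 (SE 0.19, adjusted p = 0.033). Of these, GPRC5D, VAV1, AQP3, EMP3 and SOCS3 fall outside the rule for named genes. Of the 18 tested plasma cell identity genes, 15 were lower, IL6R past the threshold, with a median of -0.09 (adjusted p = 0.030, and adjusted p = 0.20 with an estimated correlation), and mature B cell identity genes were not called (adjusted p = 0.23). None of these genes was called in the edgeR fit with groups alone.

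Against gLuc, the model gave a rise of BTG1, an antiproliferative gene, of 0.50 (SE 0.08, adjusted p = 0.020) and of the immediate early gene EGR1 of 1.45 (SE 0.27, adjusted p = 0.032) in gFBXW7_gKMT2D, while the interferon-induced OAS1 fell by 1.74 (SE 0.31, adjusted p = 0.028) and GAS7 fell by 1.10 (SE 0.15, adjusted p = 0.0040). Counts in gLuc and gFBXW7_gKMT2D were low for OAS1 (23, 20 and 28 against 8, 9 and 6) and EGR1 (18, 30 and 20 against 45, 119 and 31). For both genes the mean in gFBXW7, at 0.892 CPM for OAS1 and 2.09 CPM for EGR1, lay between those of the other groups. In that comparison 15 of the 18 plasma cell identity genes were lower, 5 adjusted over the list alone and 0 over all genes tested. Their median was -0.14 (camera adjusted p = 0.00047, and adjusted p = 0.12 with an estimated correlation). In gFBXW7 against gLuc, all 22 ATF4 targets were higher in this model, 5 adjusted over the list alone, with a median of 0.22 (adjusted p = 1.8e-16, and adjusted p = 0.21 with an estimated correlation). Replication-dependent histones had a median of -0.43 there (adjusted p = 8.2e-07, then 0.081). The nuclear genes MTRNR2L1, MTRNR2L2, MTRNR2L6 and MTRNR2L8 resemble mitochondrial ribosomal RNA and can share its reads; they fall outside the rule for named genes and were chosen after their values were seen. Their log2 fold changes in gFBXW7 against gLuc were, in that order, -0.83, -0.94, -2.28 and -0.94 (adjusted p = 0.97, 0.90, 0.90 and 0.056), none past the threshold. In gFBXW7_gKMT2D against gFBXW7 they were 0.85, 0.84, 2.603 and 0.99 (adjusted p = 0.30, 0.048, 0.014 and 0.0019), with MTRNR2L1 not past the threshold.

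A hypothesis is that MHC class II genes and CD74 were lower in gFBXW7_gKMT2D because less CIITA, their common transcriptional activator, was made. CIITA had a log2 fold change against gLuc of -0.59 (SE 0.14, adjusted p = 0.14) with 1 surrogate variable and of -0.71 (SE 0.20, adjusted p = 0.90) without it. Its direction is the one the hypothesis needs, but it did not pass the threshold over all genes tested in either model. Adjusted over the antigen presentation list alone, CIITA was among the 6 of 15 members that passed against gLuc in each model. Against gFBXW7, CIITA had a log2 fold change of -0.46 (SE 0.14, adjusted p = 0.13) with 1 surrogate variable. Without it, the value was -0.45 (SE 0.20), and neither passed the threshold over all genes tested. The hypothesis stays open, as may a direct effect on the class II genes themselves.

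Groups of 3 allow 10 splits of 6 libraries, so that no share of splits could fall under 0.1. In gFBXW7 against gLuc, the real count of 0 genes was reached by 10 of 10 splits (highest other 0), with 1 surrogate variable again by 10 (highest other 0), and the 11 lists by 1 (highest other 9). In gFBXW7_gKMT2D against gFBXW7, the 8 genes were reached by 1 split (highest other 0), the 125 genes with 1 surrogate variable by 1 (highest other 0) and the 7 lists by 6 (highest other 8). In gFBXW7_gKMT2D against gLuc, the 7 genes were reached by 2 splits (highest other 4404), the 54 genes with 1 surrogate variable by 3 (highest others 465 and 1477) and the 12 lists by 2 (highest other 12). The 0 genes moved and moved back were reached by 10 of 10 splits. The split that called 1477 genes is the one that called 4404 without the surrogate variable.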
